A study of Mus musculus with 14 samples. Its data were reported in "Stem cells tightly regulate dead cell clearance to maintain tissue fitness" (2024).

How the data were processed

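RNA was measured in 14 sequencing libraries of cultured mouse hair follicle stem cells (HFSCs), the epithelial stem cells that regrow the hair follicle. Per the labels, each library was made from cells sorted for high integrins and CD44 and against mCherry and markers of endothelial, immune, melanocyte and mesenchymal cells. Poly-A libraries were prepared with a kit that does not mark strand and were read from a single end, so reads of a gene and of an overlapping antisense gene cannot be told apart. The labels name a pair of sequencing instruments without saying which library ran on which. There were 4 groups: wild-type cells in medium (n = 2), wild-type cells given apoptotic corpses (n = 4), wild-type cells given corpses that had been treated with bromoenol lactone, BEL (n = 4), and Rxra conditional knockout (cKO) cells given corpses (n = 4). Per the labels, the cKO cells carried the Sox9-CreER allele and the wild-type cells did not, while the study's methods give it to the wild-type line as well. BEL inhibits the calcium-independent phospholipase A2 that releases lysophosphatidylcholine from dying cells. The medium libraries alone carry a biological replicate tag. For the other groups nothing in the labels says that the libraries came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The study's methods describe culture experiments as biological duplicates or triplicates, repeated on separate days, without tying this to single libraries.

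The authors quantified reads with Salmon 1.4.0 and compiled them per gene with Tximport 1.12.3 in R 3.6.1, per the labels, and deposited estimated counts that need not be whole. The authors also deposited a table of TPM, a unit that corrects each library for transcript length. The processing notes in the labels name the mm10 genome build for both medium libraries and mm39 for the 12 corpse-exposed libraries, while the study's methods name mm39 alone, so whether the medium libraries were quantified on another build stays open. No group holds both labelled builds, so group and labelled build cannot be told apart between corpses and medium. The ratio of counts to TPM gives the transcript length that the quantification used for a gene. Between corpses and medium its log2 ratio had an SD of 0.658 across genes, against 0.210 between one pair and the other pair of corpse-exposed wild-type libraries.

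The count table held 55430 entries, of which 55335 were genes and 95 were spike-in or transgene sequences that stayed out of library sizes and tests. Spike-in sequences had a total count of 0. Gene identifiers were matched to GENCODE M39, whose coordinates are on GRCm39, and 51654 had a symbol there while 3681 did not. Of the counts above 0, 28.8% were not whole, and counts were rounded before testing. Total counts, in units of 1e+06, were 30.7 to 43.5 in the corpse-exposed libraries and 58.4 to 59.6 in the medium libraries. Levels are given as CPM, counts scaled to a fixed library total, where 1 count in the shallowest library equals 0.0326 CPM before scaling. They use the trimmed mean of M values (TMM) scaling of all 14 libraries. A Pearson chi-square of counts between libraries of a group was at least 43.2 per degree of freedom, and no pair looked like 1 library deposited more than once.

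Differences were tested with edgeR 4.0.16 in R 4.3.3, using its quasi-likelihood test (glmQLFit and glmQLFTest) on TMM-scaled counts of genes with a mean count of at least 10 over the libraries fitted. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Corpses against medium was fitted on all 14 libraries, so that the n = 2 group shared the spread of the others. The contrasts cKO against wild type, BEL against vehicle and cKO against BEL were fitted on the 12 corpse-exposed libraries. Standard errors (SE) of log2 fold changes were taken from the fold change and the F statistic.

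Lists of genes were written from textbook knowledge before the data were examined, as were the groups, tests, thresholds and the rule for which genes are named. The 27 lists were phagocytic receptors and bridging, phagocytic cup and engulfment, phagosome maturation, lysosome, retinoid metabolism and targets, retinoid receptors, LXR targets, PPAR targets, cholesterol synthesis, eicosanoid and phospholipid remodelling, hair follicle stem cell identity, basal keratinocyte, epidermal differentiation, wound keratinocyte, AP-1 and immediate early, NF-kB and cytokine, interferon response, p53 targets, cell cycle, integrated stress and unfolded protein response, NRF2 targets and metallothioneins, YAP and TGF-beta targets, glycolysis and hypoxia, and markers of fibroblasts, immune cells, endothelial cells and melanocytes. The retinoid receptors were described and not tested as a set, and immune, endothelial and melanocyte markers had too few measured members, which left 23 lists. These were tested with camera of limma 3.58.1 with a preset correlation of 0.01, again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the lists of a comparison.

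Named genes were 14 fixed ones (retinoid receptors and phagocytic genes), the 6 called genes with the largest rise and the 6 with the largest fall per main comparison, and the 2 called members of each list with the largest absolute change. The largest changes were taken among symbols that are not predicted genes or pseudogenes, with groups that did not overlap, at least 5 CPM in the higher group and a count in every library of both groups. Shares of library composition were compared with exact permutation tests, two-sided. Where comparisons shared the wild-type corpse libraries, the overlap of their calls was set beside the product expected of independent lists, beside 50 simulations of unchanged groups, and beside the 6 ways of splitting those 4 libraries between the comparisons.

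The tests of single genes and of lists, and the removal of the length and GC trend described below, were tested on simulated counts with 200 changed genes. Overlaps, splits of libraries and tests of composition were not. For corpses against medium edgeR called 58.2% of genes simulated with an absolute log2 fold change of 1.5, 71.6% at 2 and 95.5% at 3. For cKO against wild type these shares were 71.6%, 88.1% and 93.9%, and for BEL against vehicle 82.1%, 88.1% and 97.0%. The simulations called 4, 4 and 7 unchanged genes of 13980, 13447 and 13437 tested. Each gene was drawn on its own, so simulated libraries had no deviations common to many genes. False calls in the real data may therefore be more. Alternatives were other size factors, other filters, the Wald test of DESeq2 1.42.0, limma on log2(TPM + 1), the fold threshold left out, other sets of libraries in the fit, the replicate number as a block, and each library left out in turn. Values given on TPM come from the limma fit, which had no TMM scaling, and adding 1 shrinks the folds of low genes. Simulated absolute log2 fold changes of 3 had medians of 2.65, 2.71 and 2.58 in that fit for the main comparisons, in the order above. Removing the smooth trend of each library on transcript length and GC content, and leaving out libraries that stood apart, were chosen after seeing the data. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 prepared the tables and figures.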

Results

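To ask how HFSCs respond to dying neighbours, and whether the response needs the retinoid X receptor RXRα or lipids made by the corpses, RNA was sequenced from 14 samples of sorted HFSCs. The groups were wild-type cells in medium (n = 2), wild-type cells with corpses (n = 4), wild-type cells with BEL-treated corpses (n = 4) and Rxra cKO cells with corpses (n = 4). Total counts, in units of 1e+06, ranged from 30.7 to 43.5 in the corpse-exposed libraries and from 58.4 to 59.6 in medium. In a principal component analysis of all libraries, the first component (40.9% of variance) parted medium from corpses, and the second (22.6%) parted cKO from wild type. Among the 12 corpse-exposed libraries the first component (40.6%) parted cKO from wild type.

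**Figure D1:**
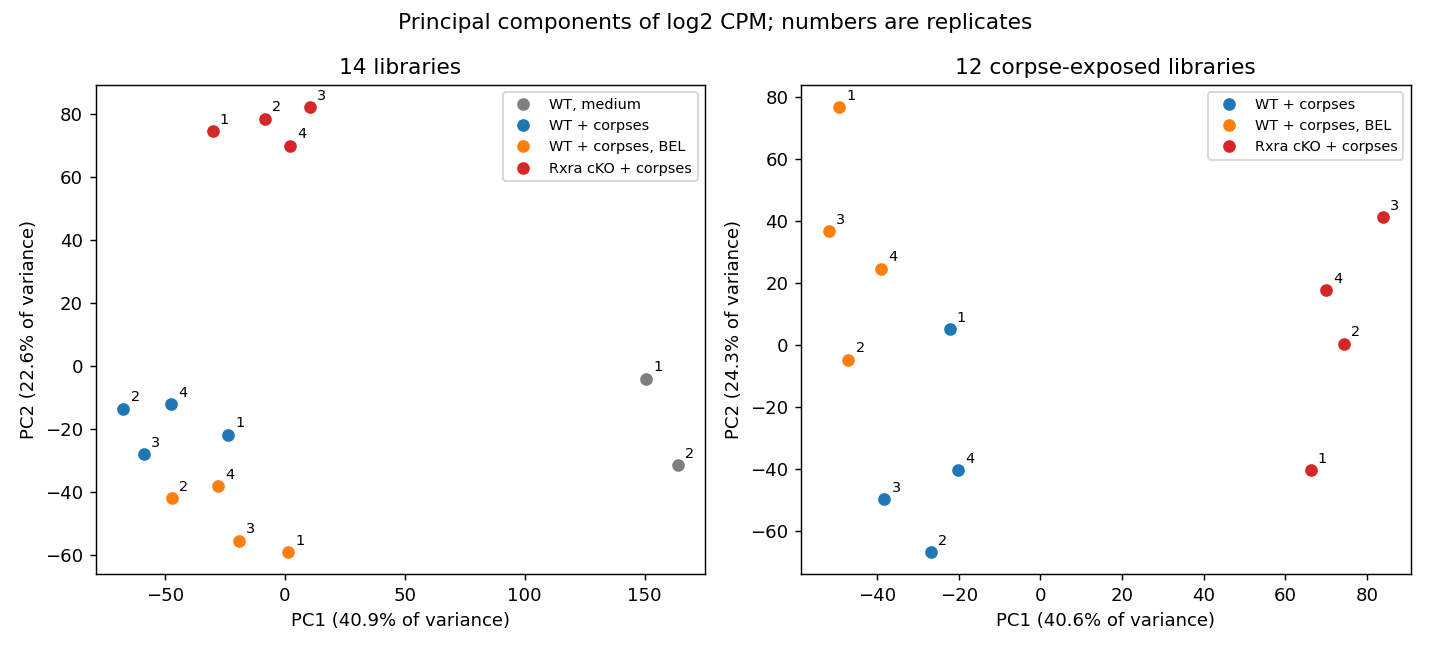
Principal components of log2 CPM for all 14 libraries (left) and the 12 corpse-exposed libraries (right), with axes in component scores and their percent of variance. Each point is a library, coloured by group and numbered by replicate. The first components hold 40.9% and 40.6% of variance.

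Rxra (ENSMUSG00000015846.15, chromosome 2, 27566452 to 27653330 on GRCm39), the targeted gene, stood at 273 ± 52.4 CPM (SD, n = 4) in wild-type cells with corpses and 150 ± 41.9 CPM (SD, n = 4) in cKO cells. Its log2 fold change was −0.87 (SE 0.20, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00895), which did not reach the fold threshold, and without cKO replicate 1 it was −1.10 and passed. Counts summed over a whole gene do not show whether an exon was deleted. In wild-type cells Rxra was at 114 ± 24.8 CPM (SD, n = 2) in medium and 185 ± 13.1 CPM (SD, n = 4) with BEL corpses. Rxra (log2 fold change 1.26) and Rxrb (1.38), another RXR gene, were called higher with corpses than in medium, but with the length and GC trend removed these values were 0.13 and 0.02. Rarg, a retinoic acid receptor gene, changed by 0.99, short of the threshold. Without WT replicate 1, WT replicate 4 or medium replicate 2 it was 1.10, 1.04 and 1.21 and passed, as it did on TPM (1.58) and without WT replicate 1, BEL replicate 1 and cKO replicate 3 together (1.14). The values of Rara were 0.28 with corpses, −0.12 in cKO and −0.03 with BEL, none of them called, although the first passed on TPM (1.16).

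Several genes whose products recognise or clear dying cells were higher with corpses than in medium. Gas6, which bridges phosphatidylserine to TAM-family receptors, rose from 17.2 ± 5.10 CPM (SD, n = 2) in medium to 138 ± 21.4 CPM (SD, n = 4), a log2 fold change of 3.0 (SE 0.26, edgeR's quasi-likelihood test, adjusted p = 1.12e-06). Tgm2, a transglutaminase and retinoid target, rose from 13.1 ± 14 to 226 ± 38.1 CPM (4.11, SE 0.67). Mfge8, a bridge to integrins, rose by 1.62 (SE 0.27), and was 0.68 and not called with the length and GC trend removed. Other bridging and receptor genes were lower with corpses, with Pros1 at −3.18 (SE 0.32), Thbs1 at −2.38 (SE 0.41) and Itgav at −1.37 (SE 0.44). Itgav was −1.10 and no longer called without medium replicate 1, −0.69 with the trend removed and −0.26 on TPM. Axl (−0.57), Tyro3 (0.44) and Sirpa (0.11) were not called, although Axl passed on TPM (−1.10) and with the trend removed (−1.44), and Tyro3 on TPM (1.21). Mertk, at 0.212 CPM in both groups, was too low to test. Over all 18 tested phagocytic receptor and bridging genes 5 rose and 3 fell, the same numbers as adjusted over the list alone, and the list was not called by camera (adjusted p = 0.533). The study's own source data give Gas6, Mfge8, Tgm2, Sirpa and Mertk in these samples, and its text names others of this list, so these genes are not independent evidence of a direction.

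**Figure D2:**
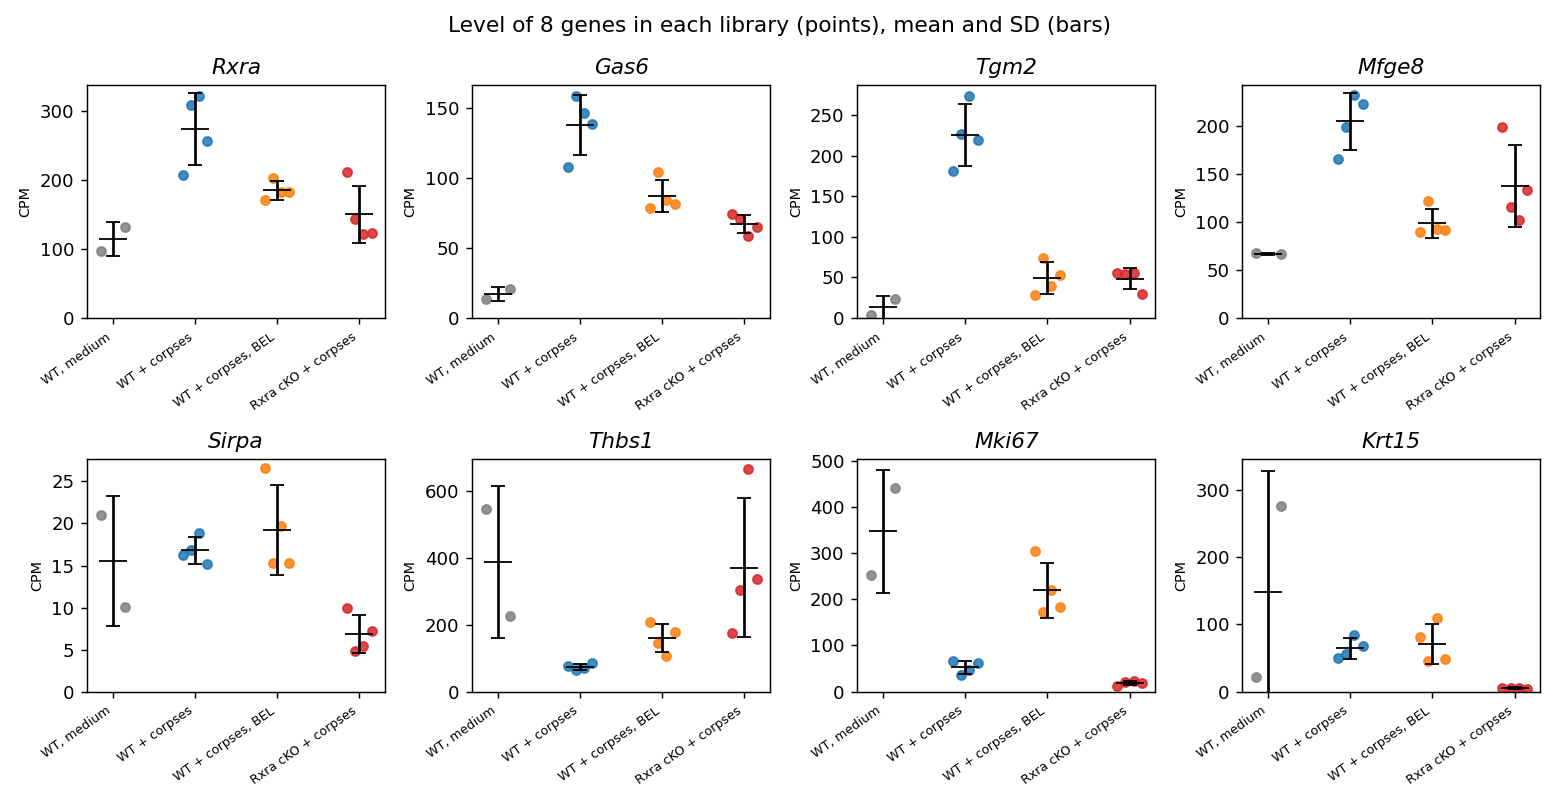
Level of 8 genes in CPM (vertical axes, starting at 0) in each group (horizontal axes). Points are libraries, and bars are the mean and SD of the group. Tgm2 is at 226 CPM in wild-type cells with corpses, 48.7 CPM with BEL corpses and 48.5 CPM in cKO cells, and Mki67 is at 219 CPM with BEL corpses against 52.4 CPM without BEL.

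The largest rises with corpses were in Stra6, a retinol transporter, from 0.236 to 111 CPM (log2 fold change 8.87, SE 0.51), Rassf10 (7.54, SE 0.31), the keratin gene Krt79 (7.24, SE 1.06), Sec61g, a translocon subunit (6.82, SE 0.50), the fibronectin gene Fn1 (6.31, SE 0.86) and Gpr50 (6.22, SE 0.89). Sec61g has near-identical copies in the genome and is uncertain. The largest falls were in Stmn2, a microtubule regulator (−9.23, SE 1.08), the imprinted RNA H19 (−9.06, SE 0.84), Bex1 (−8.67, SE 0.60), Sp140 (−8.18, SE 0.53), Plac8 (−7.89, SE 0.85) and the lactate transporter gene Slc16a3 (−7.36, SE 0.57). Krt16, a wound keratin, rose by 3.78 (SE 0.48), and the actin gene Acta2 rose by 4.58 (SE 0.62). The immediate early genes Fos (−4.59, SE 0.32) and Fosb (−3.73, SE 0.42) fell, as did the mitosis genes Nusap1 (−3.81, SE 0.46) and Kif11 (−3.73, SE 0.43).

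Of the 39 cell cycle genes, 26 fell and none rose, also when adjusted over the list alone (camera adjusted p = 1.23e-07). With an estimated correlation the adjusted p = 0.652. Of 32 phagosome maturation genes, 9 rose and 2 fell, the same numbers as adjusted over the list alone, with Vps18 at 2.78 (SE 0.39) (camera adjusted p = 0.0320). With an estimated correlation its adjusted p = 0.652. Camera called no other list, with adjusted p of 0.194 to 0.939. Fry, which tests whether the genes of a list move one way and not whether they differ from other genes, also gave LXR (adjusted p = 0.00125) and NRF2 (0.0146) genes as higher and eicosanoid (0.000343), immediate early (0.00550) and p53 (0.000105) genes as lower. Without medium replicate 1 the cholesterol (0.0182), wound (0.0153) and glycolysis (0.0173) lists passed, without medium replicate 2 the immediate early list did (0.0309), and with the trend removed the immediate early list did (5.80e-06). Members called higher and lower were 15 and 5 of 48 lysosome genes, 3 and 6 of 30 cup and engulfment genes, 4 and 4 of 15 retinoid genes, 2 and 0 of 4 retinoid receptors, 5 and 1 of 13 LXR targets, 3 and 3 of 14 PPAR targets, and 5 and 0 of 24 cholesterol synthesis genes. They were 1 and 9 of 18 eicosanoid genes, 4 and 4 of 17 stem cell identity genes, 4 and 2 of 15 basal keratinocyte genes, 2 and 8 of 24 differentiation genes, 5 and 3 of 16 wound genes, 3 and 9 of 20 immediate early genes, and 7 and 3 of 20 NF-kB genes. They were 3 and 4 of 17 interferon genes, 2 and 8 of 24 p53 targets, 3 and 4 of 21 stress genes, 6 and 1 of 19 NRF2 genes, 5 and 3 of 16 YAP and TGF-beta targets, 6 and 2 of 20 glycolysis genes, and 2 and 3 of 19 fibroblast markers. Adjusted over the list alone these numbers were the same, except 2 and 7 for differentiation, 2 and 4 for interferon and 2 and 2 for fibroblast markers. The median, mean and camera direction differed in sign for the cup, retinoid, PPAR, stress, YAP and fibroblast lists. Of markers of other cells, 1 of 2 immune genes rose, 1 of 2 endothelial genes fell and the 1 melanocyte gene tested was not called (−0.72).

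In all, 6057 of 14233 genes were called between corpses and medium, 2607 higher and 3450 lower. The groups did not overlap for 9409 of the genes tested, where chance gives 13.3%. On TPM the split turned, with 3579 higher and 1661 lower, and the median of all genes moved from −0.10 to 0.21. The TPM fit had no TMM scaling, so this turn does not separate transcript length from scaling. The medium libraries were deeper, carried another genome build in the labels, though not in the study's methods, and held 7.90% mitochondrial counts against 3.62%, a difference with an exact two-sided permutation p of 0.0667, the smallest that 4 against 2 libraries allow.

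Cell cycle genes were lower in Rxra cKO cells with corpses than in wild-type cells with corpses, 27 of 39 with none higher, as adjusted over the list alone (camera adjusted p = 7.08e-29, and adjusted p = 0.00112 with an estimated correlation). E2f1 (−2.20, SE 0.20) and Cdc6 (−2.29, SE 0.26) were among them. Interferon response genes rose, 8 of 18, or 10 when adjusted over the list alone (camera adjusted p = 3.82e-06, and adjusted p = 0.0314 with an estimated correlation). The largest called changes, in Ifit3 and Ifit1, were 0.69 and 0.67 on TPM and then not called. Ifit1 was 3.93 and not called without WT replicate 3. No cKO cells in medium were analysed here, so this contrast does not separate a response to corpses from a difference at rest. The labels give Sox9-CreER to the cKO cells alone and the study's methods give it to wild-type cells too, so whether the contrast also differs in that allele stays open. The study's methods derive the wild-type and cKO lines from different mouse crosses, so genotype and line of origin cannot be told apart here. Tgm2 fell to 48.5 ± 12.6 CPM (SD, n = 4), a log2 fold change of −2.22 (SE 0.28, edgeR's quasi-likelihood test, adjusted p = 0.000140). Sirpa, which encodes a receptor for the signal CD47, fell by 1.29 on the log2 scale (SE 0.27), and was at 6.83 ± 2.27 CPM against 16.8 ± 1.58 CPM, though on TPM it was −0.79 and not called. Gas6 was at 67.1 ± 6.69 CPM, a log2 fold change of −1.04 (SE 0.16) that lay at the threshold. It was −0.97 without WT replicate 2 or cKO replicate 3, −1.0 with other size factors or DESeq2, −0.79 on TPM and −0.74 with the trend removed, and was then not called. Thbs1 rose by 2.31 (SE 0.34). Pros1 rose by 1.15 (SE 0.29), or 0.95 and not called without WT replicate 2 and 0.99 on TPM. Itgav rose by 1.43 (SE 0.41), but was not called without WT replicate 2 (1.28), WT replicate 3 (1.31), WT replicate 4 (1.48) or cKO replicate 3 (1.01), or on TPM (1.35). Mfge8 (−0.57), Axl (0.88), Tyro3 (0.30), Rxrb (−0.55) and Rarg (−0.54) were not called, although Axl passed on TPM (1.15) and with the trend removed (1.13). Of 18 phagocytic receptor and bridging genes 3 rose and 3 fell, 4 and 3 when adjusted over the list alone (camera adjusted p = 0.90).

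The keratin gene Krt17 rose in cKO cells by 3.76 (SE 0.23), and Krt15, a keratin of the HFSC niche, fell from 64.1 ± 15.7 to 4.96 ± 1.16 CPM (−3.69, SE 0.34). The largest rises were in Brinp3 (7.58, SE 0.81), Stmn2 (7.56, SE 0.75), Slc16a3 (7.16, SE 0.42), the apoptosis inhibitor Birc3 (6.94, SE 0.59), the myelin gene Pmp22 (6.68, SE 0.49) and Plac8 (6.55, SE 0.84). The largest falls, besides Krt15, were in Pcdhga12 (−5.42, SE 0.39), the iron-binding lactotransferrin gene Ltf (−5.41, SE 0.67), the homeobox gene Pitx1 (−4.61, SE 0.33), the phospholipid transfer gene Pltp (−3.97, SE 0.42) and Krtdap (−3.43, SE 0.41). Pcdhga12 shares exons with its gene cluster and is uncertain.

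Cholesterol synthesis genes fell in cKO cells, 10 of 24, or 11 adjusted over the list alone (camera adjusted p = 6.87e-10, and adjusted p = 0.253 with an estimated correlation), with Mvd at −2.05 (SE 0.24) and Acat2 at −1.69 (SE 0.22). YAP and TGF-beta targets rose, 9 of 16, as adjusted over the list alone (camera adjusted p = 2.12e-07, and adjusted p = 0.165 with an estimated correlation), with Tagln at 3.20 (SE 0.41). Wound keratinocyte genes rose, 7 of 16 with 1 falling, or 8 and 1 adjusted over the list alone (camera adjusted p = 0.000601, and adjusted p = 0.356 with an estimated correlation). NF-kB and cytokine genes rose, 6 of 20 with 1 falling, or 7 and 1 adjusted over the list alone (camera adjusted p = 0.00348, and adjusted p = 0.563 with an estimated correlation), with Icam1, an adhesion molecule of inflamed cells, at 3.14 (SE 0.38).

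Differentiation genes (6 of 24 higher, 1 lower) and fibroblast markers (4 of 19 higher) were also called, with camera adjusted p = 0.0415 and 0.0259. With an estimated correlation both had an adjusted p = 0.623, and both lists lost their call without cKO replicate 3 (0.178 and 0.203) or WT replicate 1 (0.167 and 0.123). The differentiation list also lost it without WT replicate 3 (0.0750) or cKO replicate 2 (0.106). Called numbers were the same adjusted over the list alone. The summed level of fibroblast markers was 1216 to 2287 CPM in the 4 cKO libraries against 693 to 1060 CPM in wild-type cells with corpses. In cKO replicate 1 Fbln2, Sparc and Timp2 were at 1289.6, 565 and 227 of its 2189 CPM. Twist1 (4.17, SE 0.59), Lox (3.34, SE 0.97) and, chosen after their values were seen, Vim (2.0, SE 0.30) and Fbln2 (1.41, SE 0.31) were the called markers. Lox was not called without WT replicate 2 (3.56), WT replicate 3 (2.96), WT replicate 4 (3.40) or cKO replicate 3 (1.69), without WT replicate 1, BEL replicate 1 and cKO replicate 3 together (1.88), or on TPM (1.09). Col1a1 (1.80) and Col3a1 (1.32) were not called, and were −0.11 and −0.21 without cKO replicate 3. Camera called none of the remaining lists, with adjusted p of 0.103 to 0.951, of which fry gave eicosanoid (adjusted p = 0.00365), basal keratinocyte (0.0164) and p53 (0.00131) genes as higher. Fry did not call differentiation genes or fibroblast markers (adjusted p = 0.155 each). Glycolysis passed without WT replicate 4 (0.0415) or cKO replicate 1 (0.0344), and lysosome (0.0290) and basal keratinocyte (0.0380) genes with the trend removed.

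In total 1592 of 13551 genes were called between cKO and wild type, 956 higher and 636 lower. The groups did not overlap for 2932 of the genes tested, where chance gives 2.86%. On TPM 686 were higher and 220 lower, and the median of all genes was 0.15. Ribosomal protein genes took 7.04 ± 1.60% of counts in cKO cells against 9.70 ± 0.279% in wild type (SD, n = 4 each). That difference had an exact two-sided permutation p of 0.0286, the smallest these groups allow, and 0.10 when adjusted over 7 measures of composition. Genes detected, at a mean of 17588 in cKO cells against 16452.5 in wild type, gave the same permutation p and adjusted p.

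Cell cycle genes rose in cells with BEL-treated corpses against cells with vehicle-treated corpses, 25 of 39 with none falling, as adjusted over the list alone (camera adjusted p = 3.76e-27, and adjusted p = 0.00146 with an estimated correlation), with Cenpf at 2.16 (SE 0.33). Mki67, a marker of dividing cells, rose from 52.4 ± 14.6 to 219 ± 59.5 CPM (SD, n = 4 each), a log2 fold change of 2.11 (SE 0.28, edgeR's quasi-likelihood test, adjusted p = 0.000729). Tgm2 fell to 48.7 ± 19.7 CPM (−2.21, SE 0.28). Mfge8 was lower by a value of −1.03 (SE 0.21), but was −0.96 without WT replicate 3, −0.99 without WT replicate 4, −0.73 on TPM and −0.64 with the trend removed, and was then not called. Gas6 was at 87.0 ± 11.7 CPM (−0.64, SE 0.16) and was not called. Thbs1 rose by 1.14 (SE 0.33). That call was lost without WT replicate 2 (1.09), 3 (1.12) or 4 (1.22), or BEL replicate 1 (0.96) or 4 (1.05), without WT replicate 1, BEL replicate 1 and cKO replicate 3 together (0.95), with all 14 libraries in the fit (1.10) and with the trend removed (0.97). Rxra (−0.54), Rxrb (−0.29), Rarg (−0.16), Sirpa (0.24), Axl (0.25), Pros1 (0.31) and Tyro3 (−0.09) were not called. Itgav (1.16) was not called either, and passed without WT replicate 1 (1.40) or BEL replicate 2 (1.29), with no filter on counts (1.11) and with DESeq2 (1.13). Of 18 phagocytic receptor and bridging genes 1 rose and 2 fell, 2 and 3 when adjusted over the list alone (camera adjusted p = 0.182).

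The largest rises with BEL corpses were in the lipid transporter gene Abca12 (2.78, SE 0.49), the cystine transporter gene Slc7a11 (2.64, SE 0.44), Adamts1 (2.53, SE 0.41), Lmo7 (2.53, SE 0.57), Prr11 (2.40, SE 0.30) and the DNA repair gene Polq (2.33, SE 0.52), which was 0.84 and not called on TPM. The largest falls were in Ndufa4l2 (−4.60, SE 0.61), Ctla2a (−3.99, SE 0.24), Aldh1l1 (−3.58, SE 0.33), the mitochondrial carrier gene Ucp2 (−3.10, SE 0.31), the aldolase gene Aldoc (−2.97, SE 0.30) and the galectin gene Lgals9 (−2.77, SE 0.35). Ctla2a has a close paralog and is uncertain. The prostaglandin enzyme gene Ptgs2 rose by 2.24 (SE 0.41), and the growth factor genes Ereg and Areg rose by 2.16 (SE 0.46) and 1.92 (SE 0.40).

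Glycolysis and hypoxia genes fell with BEL corpses, 4 of 20, as adjusted over the list alone (camera adjusted p = 8.84e-07, and adjusted p = 0.168 with an estimated correlation), with Egln3 at −1.96 (SE 0.24). AP-1 and immediate early genes rose, 6 of 20, or 7 adjusted over the list alone (camera adjusted p = 0.00188, and adjusted p = 0.445 with an estimated correlation), with Fosl1 at 1.52 (SE 0.28). Interferon response genes fell, 3 of 18, or 5 adjusted over the list alone (camera adjusted p = 0.00242, and adjusted p = 0.153 with an estimated correlation), with Usp18 at −1.96 (SE 0.27) and Irf1 at −2.12 (SE 0.47). Lysosome genes fell as a list, with 2 of 48 called, as adjusted over the list alone (camera adjusted p = 0.000234, and adjusted p = 0.546 with an estimated correlation).

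Retinoid metabolism and targets fell, 3 of 15, with Dhrs3, a retinaldehyde reductase gene, at −2.14 (SE 0.35) (camera adjusted p = 0.0327, and adjusted p = 0.445 with an estimated correlation). PPAR targets (1 of 14 lower, camera adjusted p = 0.0393), cholesterol synthesis (2 of 24 lower, 0.0226) and fibroblast markers (2 of 19 lower, 0.0226) were called too, with an adjusted p = 0.445, 0.691 and 0.691 with an estimated correlation. The numbers called were the same adjusted over the list alone. Leaving out 1 library ended each of these 4 calls. The retinoid list was at 0.0604 without WT replicate 3 and 0.0925 without BEL replicate 3. The PPAR list was at 0.0783 without WT replicate 2, 0.0785 without BEL replicate 1 and 0.0984 without BEL replicate 3. The cholesterol list was at 0.0869 without WT replicate 1, 0.122 without WT replicate 3, 0.0577 without BEL replicate 2 and 0.119 without BEL replicate 4. The fibroblast list was at 0.193 without BEL replicate 1 and 0.0984 without BEL replicate 3. Fry did not call the cholesterol (adjusted p = 0.177) and fibroblast (0.243) lists. Camera called none of the other lists, with adjusted p of 0.158 to 0.888, of which fry gave phagosome maturation genes (adjusted p = 0.0115) as lower and p53 targets (0.0300) as higher. By camera the stress list passed without BEL replicate 1 (0.0463) and with the trend removed (0.00118).

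**Figure D3:**
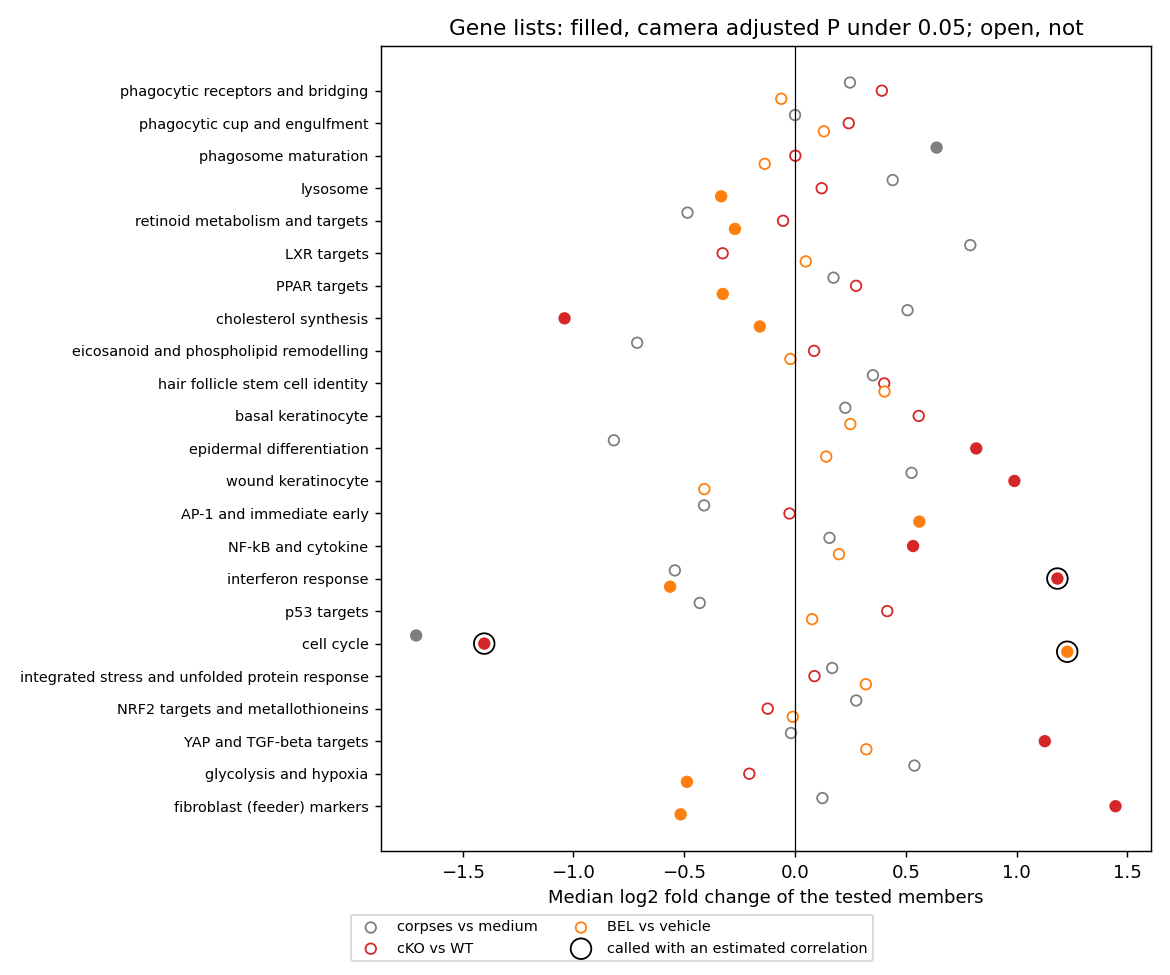
Median log2 fold change (horizontal axis) of the tested members of 23 gene lists (vertical axis) in 3 comparisons, by colour. Filled points have a camera adjusted p under 0.05, and ringed points also pass with an estimated correlation. Cell cycle genes have a median of −1.40 in cKO against wild type and 1.23 in BEL against vehicle.

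In total 1003 of 13551 genes were called between BEL and vehicle, 540 higher and 463 lower. The groups did not overlap for 2935 of the genes tested, where chance gives 2.86%. On TPM 605 were higher and 139 lower, with a median of all genes of 0.22. Single libraries moved the count: 1812 without WT replicate 1, 598 without WT replicate 2, 643 without WT replicate 3, 598 without WT replicate 4 and 576 without BEL replicate 1. Genes higher with BEL numbered 1209 without WT replicate 1, 278, 288 and 272 without WT replicate 2, 3 and 4, and 260 and 309 without BEL replicate 1 and 4. Ribosomal protein genes took 7.13 ± 1.24% of counts with BEL (SD, n = 4), with an exact two-sided permutation p of 0.0286, the smallest possible, and 0.0667 adjusted over 7 measures. Histone genes (0.0264% against 0.0435% with vehicle) and the 50 most abundant genes (22.3% against 26.3%) also took less with BEL. Both gave the same permutation p and adjusted p.

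Set against each other, cKO cells and BEL-exposed cells differed in cell cycle and interferon genes. Of 39 cell cycle genes 38 were lower in cKO than with BEL (camera adjusted p = 1.36e-65, and adjusted p = 2.83e-05 with an estimated correlation), and Mki67 stood at 219 CPM with BEL. Of 18 interferon genes 13 were higher in cKO (camera adjusted p = 1.92e-10, and adjusted p = 0.00462 with an estimated correlation). Sirpa was lower in cKO by a log2 fold change of −1.53 (SE 0.27), while Tgm2 differed by −0.02 (SE 0.27) and was not called. Thbs1 was higher by 1.17 (SE 0.33), or 0.77 and not called without cKO replicate 3, 0.93 without WT replicate 1, BEL replicate 1 and cKO replicate 3 together, and 0.97 on TPM. Lysosome genes (5 of 48 higher), YAP and TGF-beta targets (7 of 16 higher) and fibroblast markers (7 of 19 higher) were among 9 more lists called by camera, none of which passed with an estimated correlation, where the lowest adjusted p = 0.201. In all 1971 genes were called, 1132 higher and 839 lower in cKO.

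Tgm2, Stra6 and Gas6 were among the 223 genes that rose with corpses and were lower in cKO, and Tgm2, Mfge8 and Usp18 among the 218 that rose with corpses and were lower with BEL. Independent lists would share 123 and 88.9 genes. As the comparisons share the 4 wild-type corpse libraries, these were also split between them. That gave 125 to 230 and 94 to 217 genes, where independent lists of those splits share 76.7 to 116 and 39.0 to 72.9. A deviation common to all 4 of these libraries would still enter both comparisons, which the splits do not remove. Median transcript GC was 54.4% in genes raised by corpses, 52.9% in those lower in cKO and 52.8% with BEL. Over all tested genes it was 49.3% and 49.4%, so a shared trend may add to these overlaps. Simulated unchanged groups shared 0, but with a mean of at most 0.06 calls per list they had almost none to share. Genes that fell with corpses and were higher in cKO numbered 508, against 206 for independent lists. With the libraries split they numbered 255 to 462 (independent 97.1 to 166). Higher with BEL were 357 genes that fell with corpses, against 117, and 84 to 344 with the libraries split (independent 23.9 to 101). Genes that rose with corpses and were also higher numbered 58 in cKO and 8 with BEL, against 182 and 104. Genes lower in both cKO and BEL numbered 72, against 21.7 for independent lists and 26 to 44 with the libraries split (independent 8.09 to 16), and 47 without WT replicate 3. Genes higher in both numbered 103, against 38.1, and 14 to 40 with the libraries split (independent 5.43 to 27.8). That count was 346 without WT replicate 1, 48, 43 and 49 without WT replicate 2, 3 and 4, 45 and 53 without BEL replicate 1 and 4, and 214 without cKO replicate 1. Opposite changes were also seen, in 84 genes lower in cKO and higher with BEL and 74 the other way, where independent lists share 25.3 and 32.7 and split libraries 39 to 80 and 30 to 72 (independent 4.60 to 20.8 and 9.30 to 21.6). Across genes, which are not independent replicates, the fold changes of cKO and BEL had a covariance of 0.187. The shared libraries alone gave 0.0769 in simulations, a difference of 0.110, while the correlation was 0.219 against 0.506 in simulations. These simulations gave libraries no deviations common to many genes, so they may understate what sharing adds. With the libraries split, the covariance was 0.0510 to 0.179 and the correlation 0.0466 to 0.189.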

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

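Tests of the length and GC trend, of batches, of fibroblast carryover, of sex, of libraries that stood apart, of exchanged labels and of splits of corpse-raised genes were chosen after the results were seen, and those of quantification and the remaining splits before.

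Between corpses and medium, 3290 of the 6057 called genes kept their call and direction with the smooth length and GC trend of each library removed, which argues against the trend as the whole cause. The other 2767 ended, 2496 of them with a fold that no longer passed the threshold. Their median absolute log2 fold change went from 1.38 (median SE 0.32) to 0.59 (median SE 0.21). As these calls were picked for ending, a smaller fold follows in part from the choice. The drop therefore does not test the trend as their cause, which stays open. Among 2581 genes whose quantified length differed little between the groups, 39.2% were called against 42.6% of all tested genes. That argues against a differing quantified length as the whole cause. It does not reach differences in how reads were assigned to genes. Quantified lengths did differ, with an SD of the log2 ratio of 0.658 against 0.210 within wild-type corpse libraries, so quantification stays open as part of the cause. A library or processing batch cannot be told apart from corpses, since 0 groups hold libraries of both labelled builds. A response to corpses stays open beside it.

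Between cKO and wild type, 1317 of 1592 genes kept their call with the trend removed. The 275 that ended went from 1.13 (median SE 0.29) to 0.86, a drop just under that SE. As they too were picked for ending, the drop does not test the trend, and their cause stays open. Carryover of fibroblasts, which a sort against mesenchymal cells should remove, would bring collagen: Col1a1, Col1a2 and Col3a1 together lay above every wild-type corpse library (5.80 to 19.1 CPM) in 2 of 4 cKO libraries, at 27.6 and 104 CPM, and at 3.53 and 1.14 CPM in the others, and without cKO replicate 3 1188 calls held. Lines of different sex are argued against, since 0 of these 8 libraries had a count of Ddx3y, Eif2s3y, Kdm5d or Uty, and Xist had a count of at least 2166 in each. A difference made by loss of RXRα stays open, as does one made by the Sox9-CreER allele if wild-type cells lacked it, on which the labels and the study's methods differ. A difference between the lines themselves, which the study's methods derive from different mouse crosses, cannot be told apart from the knockout.

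Between BEL and vehicle, 666 of 1003 genes kept their call with the trend removed. The 337 that ended went from a median of 1.18 (median SE 0.30) to 0.86, a drop just over that SE. As they were picked for ending, this drop does not test the trend as their cause either. Median transcript length was 5718 bases in genes that rose and 2830 in those that fell, so the trend stays open for part of the calls. At least 550 calls held without BEL replicate 1 or without WT replicate 1, which argues against 1 library as the whole cause. With the labels of WT replicate 1 and BEL replicate 2 exchanged 1120 genes were called, so by this count exchanged labels cannot be told apart from the labels as given, although 72 corpse-raised genes, called anew with these labels, were then lower with BEL against 218 as labelled. The exchange puts WT replicate 1 with BEL replicate 1, and WT replicate 2 with BEL replicate 2. Deviations of these same-numbered libraries correlated at 0.503 and 0.485. The count cannot tell exchanged labels from such shared deviations, and the splits counted below include this one. An effect of BEL stays open too. A fit without WT replicate 1 and BEL replicate 2 was also made and is not given, because the pair was picked by its effect on the count.

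Other splits of the same libraries were counted with the real split included. As many genes as between cKO and wild type (1592, highest other 1225) were called in 1 of 35 splits. That is the smallest share these libraries allow, and it also held for cKO against BEL (1971, highest other 0). Unadjusted for the number of results, these shares argue against chance in how these libraries were grouped. Libraries of a group may be technical, so chance differences between cultures or lines stay open. Corpse-raised genes were called anew in each split. As many were lower in cKO (223, highest other 93) and with BEL (218, highest other 72) in 1 of 35. With the 2 real groups exchanged these counts were 275 for cKO and 52 for BEL. For cKO the share thus singles out no loss of corpse-raised genes. Genes lower (72, highest other 0) and higher (103, highest other 1) in both were as many in 1 of 100 splits. Mixed groups left almost nothing to share, so this share does not test overlap beyond that of independent lists. Chance could not be excluded for genes higher (956) or lower (636) in cKO, at 2 of 35 splits each (highest other 990), for the 8 lists called in cKO (highest other 11, 13 of 35), for BEL against vehicle (1003, highest other 1120, 2 of 35), higher (540) or lower (463) with BEL (highest other 985, 2 of 35 each) or the 9 lists called with BEL (highest other 10, 4 of 35). Leaving out 1 library gave 576 to 1812 calls for BEL, the lowest without BEL replicate 1 and the highest without WT replicate 1.

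A library lay far from the other 3 of its group in 27 of 471 tests, where about 1 in 20, or 23.6, arise by chance. The gap as a share of the range was 0.882 in wild-type corpse libraries and 0.932 in cKO libraries for the share of ribosomal protein genes, and 0.934 in cKO libraries for histone genes. In wild-type corpse libraries it was 0.929 for Dhcr7, 0.937 for Birc3, 0.918 for Csf3, 0.924 for Brinp3, 0.840 for Mvd, 0.871 for E2f1, 0.880 for Fas, and 1 for Kdr, Ifit3 and Ifit1. In BEL libraries it was 0.896 for Pla2g7, 0.941 for Lamb3, 0.889 for Mfge8, and 1 for Bex1, Pla2g2f and Lgr5. In cKO libraries it was 0.852 for Stra6, 0.854 for Sec61g, 0.872 for Fn1, 0.970 for Tgm2, 0.938 for Olr1, 0.891 for Prrx1, 0.925 for Ndufa4l2 and 0.832 for Ddit4. The mCherry transgene, not used in the comparisons, had a count of 12 in WT replicate 2, 8 in cKO replicate 2, 4 in WT replicate 4, 2 in cKO replicate 1 and 0 elsewhere, medium included.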

How the results depend on the processing

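The fits with the trend removed, without 3 libraries that stood apart, and of the same 4 libraries with no block were chosen after the results were seen. Of 3172 values of named genes under alternatives, 2981 kept their side of the threshold and, where called, their direction. Another 173 no longer passed, 17 newly passed and 1 reversed (Dhcr7 with corpses, −0.62 on TPM). Direction was not compared for values called in neither fit. Where no cause follows from the setting itself, the cause was not tested. On TPM, genes lower with corpses numbered 1661, called in cKO 906 and lower 220, lower with BEL 139, corpse-raised and lower in cKO 111 or with BEL 87, and lower in both 26. DESeq2 gave 191 genes higher in both. Without the fold threshold cKO had 2600 calls (1320 lower), BEL 1779 (853 higher, 926 lower), cKO against BEL 3286, corpse-raised and lower 662 in cKO and 537 with BEL, and 207 lower and 170 higher in both. With an estimated correlation 0, 2 and 1 lists were called. With the trend removed 1601 genes were higher with corpses, and 142 corpse-raised genes were lower in cKO. Without the 3 libraries (WT replicate 1, BEL replicate 1 and cKO replicate 3), 160 were higher in both and 5 lists were called with BEL.

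The replicate numbers were not taken to pair the samples: deviations of same-numbered libraries correlated at −0.469 to 0.0720 for cKO and wild type, −0.0389 to 0.503 for BEL and vehicle, where 3 of 4 pairs lay above 0.1 and 5 of 8 libraries correlated best with their own number, a hint from the data, and −0.00799 for corpses and medium. With the replicate number as a block, calls went to 1496 for cKO, 855 for BEL and 1887 for cKO against BEL, and Thbs1 with BEL (1.16) and Lox (2.50) and Sprr3 (3.18) in cKO were no longer called. For corpses against medium the block left 4 libraries and 2924 calls, where the same 4 libraries without it gave 3185, so fewer libraries account for most of the drop.

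Leaving out 1 library at a time gave 4983 to 6740 calls for corpses (2347 to 2883 higher, 2636 to 3857 lower, 2 to 5 lists), 1195 to 2022 for cKO (704 to 1275 higher, 491 to 748 lower, 6 to 9 lists), 576 to 1812 for BEL (260 to 1209 higher, 316 to 603 lower, 6 to 9 lists) and 1739 to 1997 for cKO against BEL. Corpse-raised genes lower in cKO were 162 to 307 and with BEL 147 to 301, and genes lower in both 47 to 98 and higher in both 43 to 346. Where 1 medium library was left, it is assumed to vary like the other groups.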

Other observations

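The fit with the trend removed and the test of sex by Y-linked counts were chosen after their results were seen. Stem cell identity genes moved both ways in cKO cells, where of 18 tested 3 were higher and 3 lower, and the list was not called (camera adjusted p = 0.951). Lgr5, a gene of active hair follicle stem cells, had a count of 0 in all 4 wild-type corpse libraries and a mean of 0.864 ± 0.455 CPM in cKO (SD, n = 4). With BEL corpses Fst, a BMP and activin antagonist, rose by 1.94 on the log2 scale (SE 0.26). The lysosomal protease gene Ctsz, at 17.2 CPM in medium, was at 0.662 CPM with corpses and 12 CPM in cKO, and Dhrs9, of retinoid metabolism, was at 9.43, 0.161 and 2.75 CPM.

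Eicosanoid genes fell with corpses in 9 of 18 cases, with Pla2g7 at −4.81 (SE 0.91), though the list was not called (camera adjusted p = 0.239). In cKO cells the prostaglandin genes Hpgd (3.27, SE 0.51) and Hpgds (2.65, SE 0.49) rose. The glutathione transferase gene Gsta1 fell in cKO (−3.11, SE 0.63), as did Nqo1 (−1.85, SE 0.27), and the metallothionein gene Mt2 fell with BEL (−1.88, SE 0.24). The macrophage-associated gene Cd68 was lower in cKO (−1.63, SE 0.26) and with BEL (−1.35, SE 0.26, or −0.88 and not called with the trend removed).

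The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts of 18, 32, 13 and 11 in medium replicate 1 and 0 in medium replicate 2 and in the 12 corpse-exposed libraries. Xist had counts of 2166 to 98776 in all libraries.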
